A study of Mus musculus with 12 samples. Its data were reported in "LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions" (2023).

How the data were processed

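Testis RNA of mice was analysed in 4 groups of 3 libraries (F0_3NC, F0_5NC, F0_5251KD and F0_5251OV), as the labels give them. The authors enriched messenger RNA with oligo(dT) beads, made cDNA with random hexamers, sequenced it on an Illumina instrument, and aligned the reads to reference genes with SOAPaligner. No step that marks the strand is named, so reads from opposite strands of one locus cannot be told apart. Per the labels the genome build was mm10. The tool that made the values of the table is not given in the sources used here.

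The authors deposited 1 table of 20718 genes with an estimated count and an FPKM value per gene and library. Of the estimated counts, 12.0% were not whole (tolerance 1e-06), as arises when reads that match several genes are shared out, so genes with near-identical copies are uncertain. The FPKM values deposited by the authors are estimated counts divided by transcript length and library total; recomputed from the counts, the implied lengths rose with annotated transcript length with a slope between 0.991 and 0.994. The table also held 18 columns of per-sample values that match no sample of the series, and these were not used. Estimated counts were rounded to whole numbers. Of the genes, 20564 (99.3%) were matched by gene ID to RefSeq (GRCm38.p6) for coordinates, and 20217 by symbol to GENCODE transcripts for GC content.

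Differences were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood F test, two-sided) in 1 fit of all 12 libraries with 4 groups and 8 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. TMM factors lay between 0.97 and 1.078. The filter kept 16297 genes. The standard error is the log2 fold change divided by the square root of F, and 95% intervals use the moderated degrees of freedom. With totals of 15431383 to 16355720 estimated counts the depth was nearly equal over the libraries.

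Gene lists written before the data were examined (21 lists, of which the immunoglobulin list had 1 gene left and was not tested) were tested with camera of limma 3.58.1 (preset correlation 0.01), with camera with an estimated correlation, and with fry, which tests whether a list moves one way and does not compare it with other genes. The named genes were set before the data were examined: per comparison, the 3 largest rises and 3 largest falls among genes past the threshold whose groups do not overlap and whose mean over the 12 libraries is at least 1 CPM, or the gene with the smallest unadjusted p in a direction with none, and the genes of the proteins the study measured in testis and cells. A gene that this rule names is not reported here. The range of the somatic list medians was compared with 10000 random assignments of their genes to lists of the same sizes, and 95% intervals of list medians are taken over genes from order statistics (the range for a list of 5 genes) and treat genes as independent.

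The alternatives were DESeq2 1.42.0, upper-quartile scaling, no filter, a filter of at least 1 CPM in 3 samples, limma on log2(FPKM + 1) and log2(FPKM + 0.1), fits of the 2 groups alone, the replicate number as a block, leaving out each library, stricter thresholds, both controls together, and the pooled-count test. For single genes, limma and the filter of 1 CPM were added after seeing the data. The study's methods name DEGseq with its random sampling model at an adjusted p of at most 0.001 and an absolute log2 ratio of at least 1; its model was written out here for counts summed per group, with 0 counts set to 1.

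The tests were run on simulated counts with the means, library sizes and dispersions of these libraries and 200 changed genes. A list of 20 further genes was shifted by a log2 fold change of 0.8. Calls of these 20 are in the totals of calls but are not counted as false. In F0_5251KD vs F0_3NC (16237 genes), edgeR recovered 67 of 100 genes changed 2-fold and 96 of 100 changed 4-fold, with 10 false calls. In F0_5251OV vs F0_5NC (16255 genes) it recovered 73 and 94 of 100, with 10 false calls, in F0_3NC vs F0_5NC (16233 genes) 67 and 93 of 100, with 9, and for the difference of effects (16232 genes) 52 and 87 of 100, with 13. In the same simulations of F0_5251KD vs F0_3NC, DESeq2 made 24 false calls among 207, and the pooled-count test, which has no filter and was run on 19928 genes, made 76 among 230. In F0_5251OV vs F0_5NC DESeq2 made 29 false calls among 216 and the pooled-count test (19922 genes) 82 among 235.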

Results

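RNA was sequenced from mouse testes that had been injected with lentivirus. There were 4 groups with 3 libraries each, 12 in all, whose labels start with F0_ for the injected generation (the plots leave this prefix off). In the F0_5251KD group the virus carried short hairpin RNAs (shRNAs) against lncRNA5251, a long non-coding RNA, and in the F0_3NC group it carried the negative control of the same vector. In the F0_5251OV group the virus carried lncRNA5251 for overexpression, and in the F0_5NC group it was the empty vector of that backbone. The knockdown and overexpression vectors have different backbones, so F0_5251KD was compared with F0_3NC and F0_5251OV with F0_5NC. The comparison of F0_3NC with F0_5NC gave the difference between 2 groups that both lacked the treatment. The labels do not say that the 3 libraries of a group came from separate animals, and p-values measure the spread between these libraries. The total of estimated counts per library was between 15431383 and 16355720, a ratio of 1.06, and between 18615 and 18728 of the 20718 genes had at least 1 count. The 10 most abundant genes took 3.22% to 3.66% of the counts. The chi-square per gene between libraries of one group was between 4.08 (F0_3NC replicates 1 and 3) and 23.39 (F0_3NC replicates 2 and 3), so no pair of libraries was the same within sampling noise. On the first principal component of log2 CPM (counts scaled to a common library total), with 17.2% of the variance, all 6 libraries of F0_3NC and F0_5251KD had scores from -33.1 to -6.93, and all 6 libraries of F0_5NC and F0_5251OV had scores from 2.69 to 23.73. The labels name no sequencing or collection batch, so the vector backbone and any batch that follows it cannot be told apart. Both comparisons of a treatment with its control lie within one backbone.

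The target of the viruses was examined first. No gene of the table is named lncRNA5251. The 3 knockdown sequences were searched in both orientations in 141767 annotated mouse transcripts with 0 mismatches allowed, and each matched 1 transcript, the single exon of Purb, in the sense orientation. On GRCm38 (mm10), GCTGGGACTTAATGTCCTTCT lies on chromosome 11 from 6468416 to 6468436, GCATGGGCAATTCAAACAAAT from 6467969 to 6467989, and GCTTATTATGCATCGTAAACC from 6468248 to 6468268. All of them fall in the 3′ UTR of Purb, whose exon covers chromosome 11 from 6467599 to 6475917 on the minus strand. Purb (gene ID 19291) was counted as one gene, so any reads of lncRNA5251 from this exon and those of Purb mRNA are in the same count, and no level of lncRNA5251 alone is given. The FPKM (fragments scaled by transcript length and library total) of Purb was 9.62 ± 1.33 in F0_3NC and 9.0 ± 0.62 in F0_5251KD, and 8.91 ± 0.83 in F0_5NC and 8.87 ± 0.73 in F0_5251OV (SD, n = 3 in each). With edgeR's quasi-likelihood test, the log2 fold change of the Purb count was -0.11 (SE 0.093, 95% interval -0.31 to 0.09, Benjamini-Hochberg adjusted p 0.897) in F0_5251KD vs F0_3NC and 0.04 (SE 0.093, 95% interval -0.16 to 0.24, adjusted p 0.907) in F0_5251OV vs F0_5NC. Both intervals include 0, and the sign of the second difference changed with the unit (-0.005 by limma on log2(FPKM + 1), an alternative chosen after seeing the data). A lower or higher level of a small part of the Purb count would not be detectable in it.

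**Figure D1:**
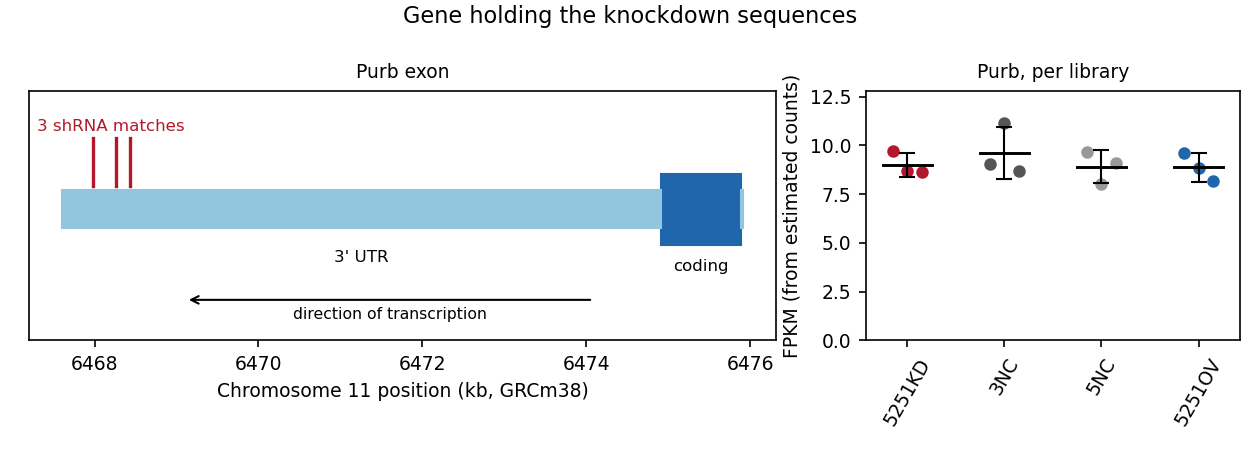
Left, the Purb exon on chromosome 11 (GRCm38, position in kb) with its 3′ UTR (light blue), coding part (dark blue) and the 3 positions matched by the knockdown sequences (red lines). Right, FPKM of Purb in each of the 12 libraries (points), with the mean (line) and SD (bar) of each group of 3; the group means lie between 8.87 and 9.62.

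Whether knockdown of lncRNA5251 altered gene expression in the testis was tested in F0_5251KD vs F0_3NC. Of 16297 genes tested, edgeR called 4 at an adjusted p under 0.05, all higher in F0_5251KD, while 773 genes had an unadjusted p under 0.05 and 815 are expected by chance. DESeq2 called 20 genes, 15 higher and 5 lower, and these included the 4 genes. A pooled-count test after the one named in the study's methods, which takes no account of the spread between libraries, moved the count most and called 143 genes at the study's threshold, 56 higher and 87 lower. The 3 largest rises were in Fos, Btg2 and Egr1, which belong to the immediate early genes, a class transcribed rapidly after a stimulus. Fos (gene ID 14281, chromosome 12, 85473890 to 85477274) was at 11.48 ± 2.07 CPM in F0_5251KD and 3.82 ± 0.95 CPM in F0_3NC (SD, n = 3), with a log2 fold change of 1.58 (SE 0.227, adjusted p 0.0328 by edgeR). Btg2 (gene ID 12227, chromosome 1, 134074865 to 134079155) was at 59.96 ± 10.89 and 23.19 ± 1.02 CPM, with a log2 fold change of 1.37 (SE 0.153, adjusted p 0.00857). Egr1 (gene ID 13653, chromosome 18, 34861207 to 34864956) was at 106.24 ± 12.31 and 50.67 ± 3.58 CPM, with a log2 fold change of 1.07 (SE 0.137, adjusted p 0.0202). The fourth gene, Zfp36 (gene ID 22695, chromosome 7, 28376784 to 28379228), was named after its values were seen. It was at 25.17 ± 2.71 and 13.41 ± 1.11 CPM, with a log2 fold change of 0.91 (SE 0.122, adjusted p 0.0223). The values of these 4 genes did not overlap between the groups. The count was 0 when F0_3NC replicate 1, F0_3NC replicate 3 or F0_5251KD replicate 3 was left out, and 1 without F0_5251KD replicate 1. Fos also lost significance without F0_5251KD replicate 2. No lower gene passed the threshold in this fit, while 1 did in the edgeR fit of only the compared groups. The smallest unadjusted p among lower genes belonged to Medag (gene ID 70717, chromosome 5, 149367641 to 149431723), at 4.61 ± 1.46 CPM in F0_5251KD and 12.06 ± 2.23 CPM in F0_3NC, with a log2 fold change of -1.39 (SE 0.238, adjusted p 0.118); over its 14 alternatives the adjusted p lay between 0.00061 (DESeq2, the only one past the threshold) and 0.565. Over all genes tested, 1921 (11.8%) had values that did not overlap between the groups, where chance gives 10%.

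**Figure D2:**
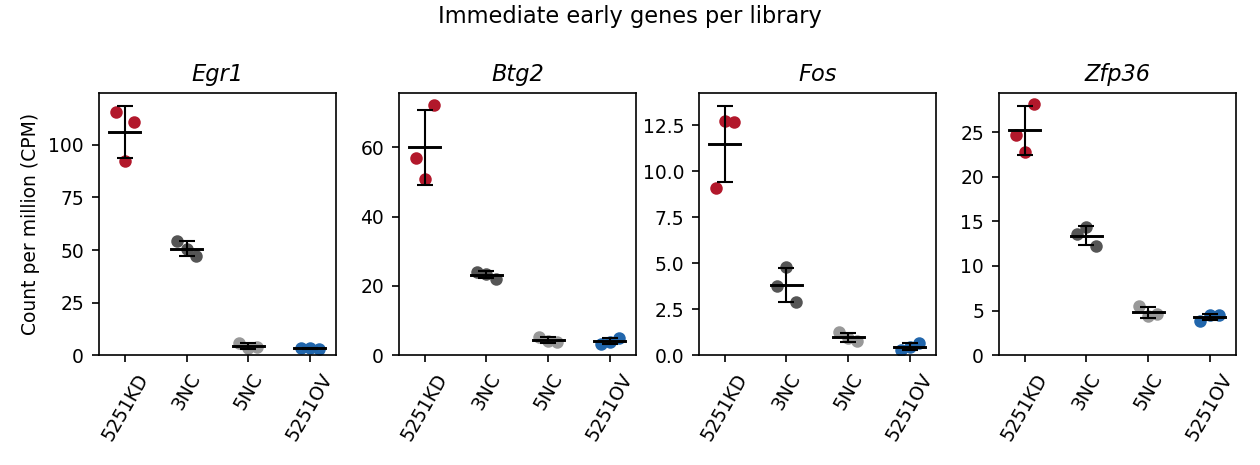
CPM of the 4 genes called in F0_5251KD vs F0_3NC, on linear axes that start at 0. Points are the 12 libraries, lines the mean and bars the SD of each group of 3; mean Egr1 was 106.24 CPM in F0_5251KD, 50.67 in F0_3NC, 4.46 in F0_5NC and 3.44 in F0_5251OV.

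Overexpression was tested in F0_5251OV vs F0_5NC. edgeR called 0 of 16297 genes, with the smallest adjusted p at 0.0595 (1 gene without F0_5NC replicate 2 and 1 without F0_5NC replicate 3), while 1430 genes had an unadjusted p under 0.05 where 815 are expected by chance. DESeq2 called 30 genes, 13 higher and 17 lower. The pooled-count test called 191 genes, 55 higher and 136 lower. Gm40498 (gene ID 105244980) had the smallest unadjusted p among the higher genes, at 16.37 ± 2.16 CPM in F0_5251OV and 3.70 ± 0.90 CPM in F0_5NC (SD, n = 3), with a log2 fold change of 2.14 (SE 0.316, adjusted p 0.0595 by edgeR). Cdh22 (gene ID 104010, chromosome 2, 165111501 to 165234924) had the smallest among the lower genes, at 0.92 ± 0.27 and 8.62 ± 2.59 CPM, with a log2 fold change of -3.22 (SE 0.467, adjusted p 0.0595). DESeq2 placed both genes past the threshold, as did the edgeR fits without a filter on low counts and with only the 6 libraries of these groups.

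The 2 control groups were compared in the same way. In F0_3NC vs F0_5NC edgeR called 54 genes, 45 higher and 9 lower in F0_3NC, and 1938 genes had an unadjusted p under 0.05. DESeq2 called 138 genes, 86 higher and 52 lower, including 53 of the 54, and the pooled-count test called 307 genes, 130 higher and 177 lower. The count was 30 without F0_5NC replicate 3 and 35 without F0_3NC replicate 2. Among called genes with a mean of at least 1 CPM over the 12 libraries and no overlap between the groups, the largest rises were in Ccl2, Egr1 and Myc. Ccl2 (gene ID 20296, chromosome 11, 82035577 to 82037452) was at 3.17 ± 0.57 CPM in F0_3NC and 0.12 ± 0.12 CPM in F0_5NC (SD, n = 3), with a log2 fold change of 4.57 (SE 0.479, adjusted p 0.000396 by edgeR), and had between 0 and 4 counts in each F0_5NC library. Egr1 was at 50.67 ± 3.58 and 4.46 ± 1.38 CPM, with a log2 fold change of 3.50 (SE 0.166, adjusted p 2.01e-07). Myc (gene ID 17869, chromosome 15, 61985341 to 61990361) was at 4.68 ± 0.39 and 0.44 ± 0.17 CPM, with a log2 fold change of 3.38 (SE 0.275, adjusted p 4.57e-05). Falls were in Spink8 (gene ID 78709, chromosome 9, 109812203 to 109826628), at 0.79 ± 0.46 and 11 ± 6.82 CPM, with a log2 fold change of -3.79 (SE 0.651, adjusted p 0.0235) and Osr1 (gene ID 23967, chromosome 12, 9574442 to 9581500), at 0.47 ± 0.11 and 2.57 ± 0.76 CPM, with -2.44 (SE 0.328, adjusted p 0.00424). Spink8 lost significance without any one of the F0_3NC libraries, F0_5NC replicate 2 or F0_5NC replicate 3. The 4 genes higher in F0_5251KD than in F0_3NC were all among the 45 genes higher in F0_3NC than in F0_5NC. Independent lists of these sizes share 0.011 genes, and in 20 simulations of unchanged groups with the shared F0_3NC libraries at most 0 of the 4 higher genes with the smallest p in F0_5251KD vs F0_3NC were among the 45 such genes of F0_3NC vs F0_5NC. Both treat genes as independent, while all 4 are immediate early genes. Neither value measures how unlikely the overlap is for genes that move together. F0_3NC is subtracted in one comparison and added in the other, so chance variation of its libraries works against such an overlap.

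Whether knockdown and overexpression moved genes in opposite directions was tested as the difference of the 2 effects. edgeR called 0 of 16297 genes, with 1839 at an unadjusted p under 0.05, and DESeq2 called 35, of which 23 had the higher effect in F0_5251KD. Across genes, the log2 fold changes of F0_5251KD vs F0_3NC and F0_5251OV vs F0_5NC had a Pearson's r of -0.08 and a Spearman's rho of -0.29. Genes are not independent replicates, and when the labels were permuted within each pair of groups, 55 of 100 groupings gave an r as far from 0 and 36 of 100 gave a rho as far from 0. Without F0_5251OV replicate 1, r was 0.009.

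**Figure D3:**
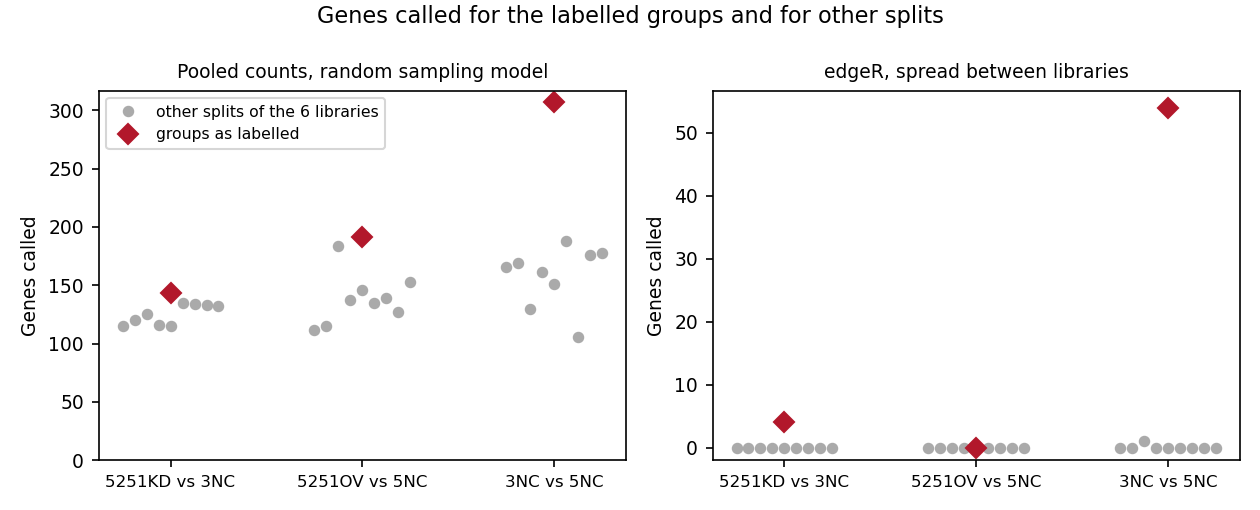
Number of genes called in each comparison for the groups as labelled (red diamonds) and for the 9 other splits of the same 6 libraries (grey points), by the pooled-count random sampling model at the study's threshold (left) and by edgeR at an adjusted p under 0.05 (right). By the pooled counts, the other splits gave 115 to 135 genes in F0_5251KD vs F0_3NC, 112 to 184 in F0_5251OV vs F0_5NC and 106 to 188 in F0_3NC vs F0_5NC.

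The genes of the cell junction and spermatogenesis proteins measured in the study formed a list fixed in advance. It held 19 genes, of which 18 could be tested, and Dsg2 was too low. In F0_5251KD vs F0_3NC, none was called by edgeR over all genes or when adjusted over the list alone, none had an unadjusted p under 0.05, 8 were higher and 10 lower, and the log2 fold changes lay between -0.18 (Vcam1) and 0.31 (Cyp11a1). For overexpression, 0 were called by edgeR over all genes and 0 adjusted over the list alone, 12 were lower and 6 higher, and the values lay between -0.40 (F11r) and 0.20 (Pgk2). F11r and Cldn11 had unadjusted p-values of 0.0196 and 0.0184 and both an adjusted p of 0.176 over the list alone. Between the controls, 0 were called in either way, 2 had an unadjusted p under 0.05, and the values lay between -0.69 (Gja4) and 0.26 (Cyp11a1). The study measured some of these proteins in testes of injected mice and others in the next generation or in a cell line. Cadm2 had a log2 fold change of -0.05 (SE 0.138) in F0_5251KD vs F0_3NC and -0.04 (SE 0.139) in F0_5251OV vs F0_5NC, and Gja1 had 0.02 (SE 0.142) and -0.12 (SE 0.142). Ddx4 had -0.12 (SE 0.092) and 0.14 (SE 0.092), and Cyp11a1 had 0.31 (SE 0.195) and -0.37 (SE 0.196). Without one library, the values of Ddx4 and Cyp11a1 kept their sign but not their size, while those of Cadm2 and Gja1 ranged across 0 in both comparisons. Ddx4 ranged from -0.171 to -0.04 in F0_5251KD vs F0_3NC and from 0.061 to 0.202 in F0_5251OV vs F0_5NC. Cyp11a1 ranged from 0.154 to 0.415 and from -0.497 to -0.161. Vcam1 ranged from -0.284 to -0.006 in F0_5251KD vs F0_3NC.

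Gene lists of cell types and responses were tested with camera, over 60 tests of 20 lists in 3 comparisons. For knockdown, 5 lists passed an adjusted p of 0.05. The immediate early list was higher, with a median log2 fold change of 0.81, 18 of 19 genes higher and an adjusted p of 1.1124e-46, as were the Leydig cell (median 0.23, 9 of 12 genes higher) and endothelium (0.24, 10 of 10) lists, while the interferon response (-0.40, 2 of 13 higher) and spermatocyte (-0.09, 4 of 15) lists were lower. With an estimated correlation between genes, only the immediate early list held. The immediate early and endothelium lists passed without each library in turn. The interferon response list did not pass without F0_3NC replicate 2 (median -0.055), F0_5251KD replicate 2 (-0.41) or F0_5251KD replicate 3 (-0.469), the Leydig cell list without F0_3NC replicate 1 (0.098), F0_3NC replicate 3 (0.186) or F0_5251KD replicate 1 (0.047), and the spermatocyte list without F0_3NC replicate 2 (-0.055) or F0_5251KD replicate 1 (-0.039). The other 15 lists had medians between -0.62 and 0.33.

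For overexpression, 10 lists passed. Lists can share genes, so their calls need not be independent: all 11 listed study junction genes and 13 of 40 cell junction genes are also in another list. Of the 13 interferon response genes tested, 3 were at 1 CPM or more in all 12 libraries. The round spermatid list was higher (median 0.11, 11 of 12 genes). The lists of study junction genes (-0.18), cell junction genes (-0.09), hemoglobin (-0.31), immediate early genes (-0.17), interferon response (-0.77), Leydig cells (-0.22), Sertoli cells (-0.21), smooth muscle (-0.35) and endothelium (-0.18) were lower, and with an estimated correlation only smooth muscle held. Smooth muscle was also the only one that passed without each library in turn. Without F0_5NC replicate 1, the other lists except interferon response did not pass, with medians of -0.069 for Sertoli cells, -0.129 for Leydig cells, -0.078 for endothelium, -0.133 for study junction genes, -0.055 for cell junction genes, -0.103 for hemoglobin, -0.053 for immediate early genes and 0.041 for round spermatids, and interferon response did not pass without F0_5NC replicate 2 (-0.566). Without F0_5251OV replicate 1 the hemoglobin (-0.155), immediate early (-0.057) and endothelium (-0.23) lists did not pass, without F0_5251OV replicate 2 the hemoglobin (-0.436), immediate early (-0.139) and study junction (-0.286) lists, and without F0_5251OV replicate 3 the study junction (-0.121), cell junction (-0.121), Leydig cell (-0.103), round spermatid (0.074) and endothelium (-0.243) lists. Hemoglobin did not pass without F0_5NC replicate 2 (-0.449) either, nor Leydig cells without F0_5NC replicate 3 (-0.13), so some medians were as far from 0 or farther when the call ended. The other 10 lists had medians between -0.67 and 0.07.

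Between the controls, 5 lists passed. The immediate early (median 0.93, 17 of 19 genes higher) and round spermatid (0.16, 11 of 12) lists were higher in F0_3NC, and the Sertoli cell (-0.26, 0 of 15 higher), epididymis (-4.71, 0 of 5) and endothelium (-0.16, 1 of 10) lists were lower, and with an estimated correlation only the immediate early list held. The immediate early and epididymis lists passed without each library in turn, but the epididymis median was between -2.925 and -2.403 without F0_3NC replicate 1, F0_3NC replicate 2 or any one of the F0_5NC libraries. Without a filter on low counts the epididymis median was -0.649, so its size depends on that filter. It stayed at -4.71 with its 2 genes that had at most 3 counts over the F0_3NC group set to 3 counts, since Crisp1, which sets the median, was not one of them. The Sertoli cell list did not pass without F0_5NC replicate 1 (median -0.09), the round spermatid list without F0_5NC replicate 1 (0.08) or F0_3NC replicate 1 (0.13), and the endothelium list without F0_5NC replicate 1 (-0.149), F0_3NC replicate 1 (-0.119) or F0_3NC replicate 3 (-0.145). The other 15 lists had medians between -0.28 and 0.19. The lists of study spermatogenesis genes, MHC class II, macrophages, T and NK cells, spermatogonia, elongated spermatids, adipocytes and skeletal muscle passed in none of the 3 comparisons. In 5 of the 60 tests the median, the mean and the test differed in sign, and none of these passed.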

Values the study reported

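For testes of the injected mice, the study reported 57 genes raised and 86 genes lowered by F0_5251KD relative to its control. For F0_5251OV it reported 55 genes raised and 134 lowered.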

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

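The test of the share of somatic cells, the test of scaling by intervals of the list medians and the test of whether a list passes and keeps its size without each library were chosen after the results were seen.

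The effect of the virus differed between knockdown and overexpression in 9 of 20 gene lists, by camera on the difference of the 2 effects (adjusted p under 0.05 with the preset correlation). The median of the effect in F0_5251KD minus the effect in F0_5251OV was 1.05 for hemoglobin (5 genes), 0.79 for immediate early genes, 0.48 for Leydig cells, 0.25 for Sertoli cells, -0.17 for spermatocytes, -0.18 for round spermatids, 0.41 for adipocytes, 0.57 for smooth muscle and 0.47 for endothelium, on the log2 scale. With an estimated correlation, the immediate early, smooth muscle and endothelium lists held. No single gene was called for this difference by edgeR (1839 at an unadjusted p under 0.05; DESeq2 called 35).

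Scaling by a factor per library moves all genes alike. It is argued against for the immediate early, Leydig, Sertoli, round spermatid, smooth muscle and endothelium lists, whose medians lay apart from the median of all genes with 95% intervals over genes that stayed at least 0.06 from 0. For the hemoglobin, spermatocyte and adipocyte lists the intervals include 0 (-0.115 to 2.059, -0.326 to 0.029 and -0.236 to 2.468, the last reaching 0.236 past it) and scaling stays open. For the spermatocyte and adipocyte lists this depends on the kind of interval, which was changed after a first kind had been seen: bootstrap intervals over genes excluded 0 for spermatocytes with 10 of 20 random seeds, for adipocytes with 20 of 20 and for hemoglobin with 0 of 20. All of these intervals treat genes as independent. That 9 of the 9 lists kept their side of the median of all genes under 3 other scalings decides nothing, since no list moved by more than 0.022.

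A single mislabelled or deviating library is argued against for the immediate early, Leydig, smooth muscle and endothelium lists, which passed (adjusted p of at most 0.0417) and kept over 50% of their median without each of the 12 libraries in turn. The immediate early median was 0.513 without F0_5251OV replicate 1. For the other 5 lists it stays open. Without F0_5NC replicate 1 the Sertoli list still passed but kept a share of 0.46 of its median (0.114), and the spermatocyte (-0.147) and round spermatid (-0.11) lists did not pass. Without F0_5251KD replicate 1 the spermatocyte (-0.118) and adipocyte (0.233) lists did not pass. The adipocyte list did not pass without F0_5NC replicate 2 (0.588) or F0_5NC replicate 3 (0.379) either, and was 0.261 without F0_5NC replicate 1, and hemoglobin did not pass without F0_5NC replicate 2 (1.185) or F0_5251OV replicate 2 (1.172). The bound set beforehand, that 9 of 9 lists keep the sign of their median, was met but was too weak, as the Sertoli list shows.

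A different share of somatic cells in the sampled tissue may underlie the cell type lists: the medians of the Leydig, Sertoli, macrophage, endothelium and smooth muscle lists were all above 0 and those of spermatocytes, round spermatids and elongated spermatids all below 0, and the somatic medians lay within 0.319 of each other (p 0.366 for a range as large in genes dealt at random to the lists). The spermatogonia list went the other way, with a median of 0.042 (95% interval over genes -0.098 to 0.437) and 9 of 14 genes higher, so the share stays open. Such a share could come from how the tissue was taken or from an effect of the viruses on the cells, and no test here separates these. Genes at 1 CPM or more in all 12 libraries were 12 of 12 in the Leydig list, 13 of 15 in the Sertoli list, 9 of 12 for macrophages, 9 of 10 for endothelium and 8 of 9 for smooth muscle. The immediate early genes are weighed among the other observations. Blood left in the organ and fat around it were not tested for the hemoglobin and adipocyte lists.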

How the results depend on the processing

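The alternatives were set before the data were examined, except that limma and the filter of at least 1 CPM in 3 samples were chosen after seeing the data where they are applied to single genes. Median scaling of normalized values was not applied because the test used counts, and the fit of only the compared groups is the same fit for the difference of effects.

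In F0_5251KD vs F0_3NC edgeR called 4 genes. The count was 20 with DESeq2, 2 with limma on log2(FPKM + 1), 0 with limma on log2(FPKM + 0.1), 0 at the study's threshold on edgeR's values and 143 by the pooled-count test, and without one library it ranged from 0 to 4. Without a filter on low counts it was 5, all higher. With only the compared groups it was also 5, 4 higher and 1 lower, and Fos and Zfp36 were not among them (both adjusted p 0.0564 by edgeR). In F0_5251OV vs F0_5NC the count of 0 became 30 with DESeq2, 3 without a filter on low counts, 3 with only the compared groups, 1 with F0_3NC and F0_5NC together as the control and 191 by the pooled-count test, and ranged from 0 to 1 without one library. In F0_3NC vs F0_5NC the count of 54 became 138 with DESeq2, 12 at the study's threshold and 307 by the pooled-count test, and ranged from 30 to 54 without one library; the lowest was without F0_5NC replicate 3. For the difference of effects, the count of 0 became 35 with DESeq2 and 1 with limma on log2(FPKM + 1), and ranged from 0 to 1 without one library. The pooled-count test leaves out the spread between libraries and also has another threshold and no filter on low counts. Of its calls, 14 of 143, 23 of 191 and 50 of 307 (in the order above) were genes that edgeR did not test. How much each of these choices adds, and the cause of the other changes, was not tested. Upper-quartile scaling and a filter of 1 CPM in 3 samples gave counts of 4, 0 and 0 again, and 45 and 46 in F0_3NC vs F0_5NC.

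The replicate numbers do not pair the libraries: of 18 pairs with the same number, 2 had a correlation of deviations over 0.1 (range -0.242 to 0.161), and 5 of 12 libraries correlated best with their own number. With the replicate block, 2 genes were called in F0_5251KD vs F0_3NC, both among the 4, 50 in F0_3NC vs F0_5NC, 47 of them among the 54, and 0 in the other comparisons.

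The correlation of log2 fold changes across genes was -0.076; it was -0.036 without a filter and -0.110 with the replicate block, and ranged from -0.104 to 0.009 without one library (0.009 without F0_5251OV replicate 1). The number of gene lists past the threshold was 1 in each comparison with an estimated correlation and 1 in each with fry, against 5 in F0_5251KD vs F0_3NC, 10 in F0_5251OV vs F0_5NC and 5 in F0_3NC vs F0_5NC. With at least 1 CPM in 3 samples it was 3 in F0_5251KD vs F0_3NC. Without one library it ranged from 4 to 8 in F0_5251KD vs F0_3NC, from 3 to 11 in F0_5251OV vs F0_5NC and from 2 to 9 in F0_3NC vs F0_5NC; the cause was not tested.

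The log2 fold change of Purb in F0_5251OV vs F0_5NC was 0.042. It was -0.005 with limma on either FPKM scale and ranged from -0.008 to 0.088 without one library. In F0_5251KD vs F0_3NC the log2 fold change of Purb was -0.11 and ranged from -0.171 to -0.003 without one library, so its size depends on single libraries. Values near 0 changed sign without passing a threshold. In F0_5251KD vs F0_3NC, Tnp1 was 0.002 with DESeq2, 0.002 with upper-quartile scaling, 0.003 without a filter and 0.006 with at least 1 CPM in 3 samples, Bcl2l1 was -0.005 with limma on either scale, and the median of the study junction genes was 0.028 without a filter and 0.005 with at least 1 CPM in 3 samples. Ctnnd1 in F0_3NC vs F0_5NC was 0 with upper-quartile scaling and -0.011 with limma on either scale. The cause was not tested. Without one library, the log2 fold changes of some study genes ranged across 0. In F0_5251KD vs F0_3NC these were Cadm2 (-0.179 to 0.051), Cldn11 (-0.062 to 0.012), Tjp1 (-0.132 to 0.005), Odf1 (-0.015 to 0.197), Bcl2l1 (-0.066 to 0.082), Gja1 (-0.112 to 0.096), Tnp1 (-0.079 to 0.067) and Gdnf (-0.347 to 0.048). In F0_5251OV vs F0_5NC these were Ctnnd1 (-0.093 to 0.009), Tnp1 (-0.041 to 0.142), Odf1 (-0.079 to 0.146), Cdh1 (-0.268 to 0.068), Bcl2l1 (-0.089 to 0.016), Sycp3 (-0.034 to 0.127), Cadm2 (-0.098 to 0.035), Gja1 (-0.237 to 0.004) and Gdnf (-0.304 to 0.069). In F0_3NC vs F0_5NC these were Bcl2l1 (-0.076 to 0.075), Ctnnd1 (-0.013 to 0.068), Tnp1 (-0.140 to 0.045), Odf1 (-0.174 to 0.086), Gja1 (-0.108 to 0.115), Cdh1 (-0.272 to 0.067), Cldn11 (-0.299 to 0.053) and Vcam1 (-0.010 to 0.395). The median of the study junction genes ranged from -0.062 to 0.068 in F0_5251KD vs F0_3NC and from -0.232 to 0.053 in F0_3NC vs F0_5NC, and that of the study spermatogenesis genes from -0.055 to 0.092 in F0_5251OV vs F0_5NC.

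Of the genes called in F0_5251KD vs F0_3NC, Fos lost significance in 8 of its 14 alternatives, Zfp36 in 8, Egr1 in 6 and Btg2 in 4, without a change of direction. Over these alternatives the log2 fold change lay between 1.227 and 1.786 for Fos, 0.819 and 0.973 for Zfp36, 1.002 and 1.158 for Egr1 and 1.214 and 1.473 for Btg2. Depth was nearly equal over the libraries, and low counts limit genes such as Ccl2 in F0_5NC.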

Other observations

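The tests of the Purb count, of the pooled-count calls shared with edgeR, of handling, of the somatic share and of epididymal transcripts were chosen after the result was seen.

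The count of genes by edgeR in F0_5251KD vs F0_3NC was 4 higher and 0 lower. Both are lower than the values quoted from the study above. In F0_5251OV vs F0_5NC it was 0 higher and 0 lower. Both are lower than the values quoted from the study above. By the pooled-count test the count was 56 higher and 87 lower in F0_5251KD vs F0_3NC, and 55 higher and 136 lower in F0_5251OV vs F0_5NC. These are the same as or close to the values quoted from the study above.

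By the pooled-count test, the labelled groups gave 143 genes in F0_5251KD vs F0_3NC, 191 in F0_5251OV vs F0_5NC and 307 in F0_3NC vs F0_5NC, so the difference between 2 controls gave more genes than either treatment. Regrouping the same 6 libraries across their labels gave a median of 125 genes in F0_5251KD vs F0_3NC (highest 135), 137 in F0_5251OV vs F0_5NC (highest 184) and 166 in F0_3NC vs F0_5NC (highest 188). A candidate explanation for many of these calls is therefore differences between libraries that do not follow the groups, such as differences between outbred mice. Of the pooled-count calls that edgeR could test, 3 of 129, 0 of 168 and 43 of 257 were also called by edgeR, 86, 114 and 221 had an unadjusted p under 0.05 (highest of the other splits 68, 109 and 117), and 62, 80 and 177 did not overlap between the groups (highest of the other splits 49, 73 and 88). In F0_3NC vs F0_5NC, differences between libraries that do not follow the groups are argued against for the 43 genes that edgeR also called. edgeR weighs the spread between libraries, and the argument rests on its adjusted p, by which these genes were also chosen. The other splits gave at most 1 gene called by both tests. A split that mixes the groups raises the spread of genes that differ between them, so this decides little. Each of the 43 kept a share of at least 0.789 of its log2 fold change without each library in turn. That decides nothing, since genes chosen for an edgeR call have fold changes large for their SE. Of edgeR's 54 genes, between 27 (without F0_5NC replicate 3) and 39 stayed called when one library was left out. In F0_5251KD vs F0_3NC such differences are argued against for the 3 shared genes, Btg2, Fos and Egr1, only by the edgeR call that chose them. The other splits there gave 0 genes called by both tests, which decides little for the same reason. The share of at least 0.886 that the 3 genes kept decides nothing either. The calls of these 3 ended without F0_3NC replicate 1, F0_3NC replicate 3 or F0_5251KD replicate 3 (0 called), with log2 fold changes without one library of 1.214 to 1.473 for Btg2 (1.37, SE 0.153, with all), 1.424 to 1.786 for Fos (1.584, SE 0.227) and 1.002 to 1.158 for Egr1 (1.068, SE 0.137). For the other pooled-count calls a part that follows the groups stays open.

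With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. By edgeR, the labelled split gave 4 genes in F0_5251KD vs F0_3NC, where the highest other split gave 0 (1 of 10 splits as large), and 54 in F0_3NC vs F0_5NC, where the highest other gave 1 (1 of 10). In F0_5251OV vs F0_5NC the labelled split and the highest other split gave 0 (10 of 10), and for the difference of effects 100 of 100 splits gave at least the 0 genes of the labelled one (highest other 3). Any split gives at least 0 genes, so these last counts of splits decide nothing.

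The mean of the immediate early list was ordered by group, with F0_5251KD above F0_3NC and F0_3NC above F0_5NC and F0_5251OV. The mean log2 CPM of the 19 genes was between 4.34 and 4.51 in the F0_5251KD libraries, between 3.61 and 3.76 in F0_3NC, between 2.55 and 2.81 in F0_5NC and between 2.31 and 2.67 in F0_5251OV. Single genes departed from this order: mean Fosl1 was 2.21 CPM in F0_3NC and 1.36 in F0_5251KD, and of genes outside the list Myc (4.84, 4.95 and 4.14 CPM in F0_3NC; 3.11, 2.32 and 2.03 in F0_5251KD) and Ccl2 (3.44, 3.55 and 2.46; 1.56, 0.97 and 1.08) were lower in F0_5251KD. For F0_3NC vs F0_5NC the list's median was 0.93. Scaling is argued against, since a factor per library moves all genes alike and the list's median lay 0.931 above the median of all genes; so is GC content (median 1.063 after removing the trend with GC, all 19 genes having a value), a larger share of non-germ cells (the highest of 5 somatic list medians was -0.081) and a single deviating library (lowest median 0.901 without each library). For F0_5251KD vs F0_3NC the median was 0.81, and the same tests gave 0.814 above the median of all genes, 0.767 for GC content, 0.239 as the highest somatic median and 0.701 without each library. What stays open is handling, such as the time from death to freezing, since these genes respond to a stimulus within the tissue, and an effect of the viruses. In 12 of the 19 genes all 6 libraries of F0_3NC and F0_5251KD lay above all 6 of F0_5NC and F0_5251OV, and in 14 of the 19 all 3 libraries of F0_5251KD lay above all 3 of F0_3NC. Each group may have been collected together, and with no collection time in the labels handling and virus cannot be told apart.

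The Purb count, which holds the sequences that the knockdown targets, was called in neither comparison by edgeR, and both 95% intervals of its log2 fold change include 0. A gene model that lacks the targeted part is argued against: the length implied by count and FPKM was at least 8326 nt in every library, beyond the last matched position of 7949. Counts too few to show halving or doubling are argued against as well, since the 95% interval reached -0.31 in F0_5251KD vs F0_3NC and 0.243 in F0_5251OV vs F0_5NC. The reads of lncRNA5251 could be a small part of this count, or the virus may have reached few cells, and no value here separates these. Purb mRNA itself holds the knockdown sequences in the sense orientation. If they act on it, a small lncRNA5251 part alone does not account for the result in F0_5251KD vs F0_3NC.

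The somatic lists were lower in F0_5251OV than in F0_5NC, with medians between -0.38 and -0.18 for Leydig, Sertoli, macrophage, endothelium and smooth muscle genes, while the medians of the spermatocyte, round spermatid and elongated spermatid lists were 0.069, 0.11 and 0.046. The spermatogonia list went the other way, with a median of -0.067 (95% interval over genes -0.14 to 0.168) and 4 of 14 genes higher. The somatic medians were within 0.203 of each other, and genes dealt at random to the 5 lists gave a range as large with p 0.557 (10000 permutations). A smaller share of somatic cells in the F0_5251OV libraries, or a larger one in F0_5NC, may explain this, but spermatogonia did not rise with the other germ cells and their interval includes 0, so it stays open. The Sertoli list was also lower in F0_3NC than in F0_5NC. Much of this rests on F0_5NC replicate 1, without which the medians were -0.069 for Sertoli, -0.129 for Leydig and -0.078 for endothelium genes, while smooth muscle still passed at -0.266. Whether tissue sampling or the virus set that share was not tested.

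Crisp1, of the epididymis list, differed between libraries of one group. It was at 0.32, 1.22 and 5.83 CPM in F0_3NC, 10.52, 91.92 and 90.03 in F0_5NC, 0.13, 0.06 and 0.06 in F0_5251KD, and 63.45, 44.66 and 0.19 in F0_5251OV (replicates 1 to 3). Adam7 was at 0.58, 5.11 and 17.75 CPM in F0_5NC and 10.56, 8.13 and 0.06 in F0_5251OV, and Rnase9 at 0.06, 2.01 and 3.4 in F0_5NC and 1.94, 1.81 and 0.06 in F0_5251OV. Both were at most at 0.06 CPM in F0_3NC and F0_5251KD, so both were high in the libraries where Crisp1 was highest. A candidate source is epididymal tissue carried over with the testis. Of the 11 other list genes in the table, 6 stayed below 1 CPM in every library, Gpx5 among them with at most 0.06 CPM, and 2 list genes were at 1 CPM or more in all 12 libraries, so the list leaves this open. Spink8, called lower in F0_3NC than in F0_5NC, was at 3.68, 16.31 and 12.94 CPM in F0_5NC and 7.44, 8.71 and 1.88 in F0_5251OV. No biological explanation was tested.

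Genes of the Y chromosome were frequent among the genes that varied most within groups. Of the 300 most variable of 15087 genes with a mean of at least 1 CPM, 25 lie on chromosome Y, where 1.87 are expected (Fisher's exact test, two-sided, p 1.28e-21 over genes). Reads shared between near-identical copies are a candidate cause. Of the values of Y genes, 89.7% were not whole in the variable ones and 88.5% in the others, a difference of 1.1 percentage points (permutation p 0.854, two-sided), against 12.7% on the other chromosomes. The measure is nearly saturated on this chromosome, so the test does not decide, and variants between outbred mice stay open.

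Cdh22 was low in both treated groups. It was at 0.97, 0.71 and 1.52 CPM in F0_5251KD and 0.81, 0.71 and 1.19 in F0_5251OV, and at 1.47, 5.44 and 5.89 in F0_3NC and 10.27, 10.42 and 5.70 in F0_5NC. The gene was looked at in the other groups after its values in F0_5251OV vs F0_5NC were seen, and no explanation was tested.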
